A study of Homo sapiens with 8 samples. Its data were reported in "Inhibition of the miR-155 target NIAM phenocopies the growth promoting effect of miR-155 in B-cell lymphoma" (2015).

How the data were processed

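L1236, a cell line derived from Hodgkin lymphoma with high levels of the microRNA miR-155, was transduced either with an empty vector (EV) or with a miR-155 sponge, a transcript with many miR-155 binding sites that competes with the natural targets for the microRNA. From each of the 2 cell populations, total RNA (T) and the RNA that came down with an antibody against Argonaute 2 (Ago2, the protein that carries microRNAs and their target transcripts) were hybridised (IP). The 4 RNA samples were each labelled with Cy3 and with Cy5, and the IP and T samples of one cell population shared an array, so that 4 Agilent two-colour arrays give 8 channels. Both labellings of an RNA were treated as technical measurements of 1 sample. Each group therefore holds 1 sample. No change between the cell populations could be tested, and no p-value is given. IP against T, paired by cell population, would rest on 2 pairs and was not tested. Errors are the SD over the 2 dye orientations (IP in Cy5 and T in Cy3, or IP in Cy3 and T in Cy5), or over the 2 dyes for a change in T or in IP. They cover labelling and hybridisation and leave out the variation between cultures and between precipitations.

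The scanner files hold spot intensity values that, per the file headers, the authors extracted with Agilent Feature Extraction, which subtracts the background, corrects for the dye and gives 1 processed intensity per spot and channel. Each of the 4 arrays was deposited under both of its labelled samples, with identical files, so the 8 files are 4 distinct arrays, and the channel of each sample's own dye was taken. The deposited series table holds the authors' normalised log2 values for 22282 probes. Each of its columns had the same rank order as the processed intensity of that sample's own dye channel (Spearman's rho across probes 1), and its median distance from the quantile-normalised values used here was at most 0.00406 on the log2 scale. Of its probes, 22267 were also kept here. Flag columns of the files (well above background, outlier, saturated) were used as deposited.

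Control spots and spots flagged as outliers were left out and spots of a probe were averaged, which are choices made here. Following the study's methods, signals were quantile normalised (here as log2 processed signals over the 8 channels), probes were filtered on detection and on the consistency of Cy3 and Cy5, and Cy3 and Cy5 were averaged. Of 41000 probes, 60 had no value in at least 1 channel. A probe was kept if it was well above background in at least 4 of the 8 channels, which 25837 probes were, and if its Cy3 and Cy5 values differed by at most 2-fold in each of the 4 RNA samples, which removed 3360 and left 22477. IP/T is the ratio of the IP to the T signal of the same cell population. The change in IP/T is the sponge value minus the EV value on the log2 scale. The criterion taken from the study asks for enrichment in EV cells (IP/T of 2 or more) with a ratio in sponge cells lower by 2-fold or more. Its mirror, with the cell populations exchanged, was counted beside it. As an estimate of labelling and hybridisation error, the same count was made with the change replaced by the difference between its 2 orientation values divided by 2.

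A probe that was not well above background in either channel of a group has only a bound there. The bound sets the brighter group's mean against the dimmer group's mean of, per channel, the higher of the lowest well-above-background signal and the probe's own signal, after normexp background correction (offset 50), loess within arrays and Aquantile between arrays, and is written as "at least N-fold". No channel had a saturated spot. At the scanner, the share of spots well above background ranged from 54.1% (sponge T in Cy5) to 65.7% (sponge IP in Cy5), and the number of arrays limits the precision.

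Probe accessions were named through the RefSeq gene table of assembly GRCh38.p14, used for names only because the array annotation follows another build. Of the kept probes, 15632 (69.5%) received a symbol, for 11208 genes. The other probes are given by their probe identifier. Sites for miR-155 in transcripts and gene set enrichment analysis were not analysed here.

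Gene lists were written before the data were examined. The ST486 list holds 54 genes, with 1 probe each, that the study found in another cell line (ST486, Burkitt lymphoma, with miR-155 overexpressed); only their names were used. Further lists, written from general knowledge, held 34 genes commonly named as miR-155 targets, 19 commonly named targets of the miR-17 family, 19 immediate early genes, 81 ribosomal protein genes, 399 numbered zinc finger genes and 64 replication-dependent histone genes, each gene taken at its kept probe of highest mean signal. A list's median was placed among 10000 random lists of the same size matched on mean signal over 20 bins. This describes these arrays and is no test across samples. Chosen after seeing the data were a second matching, on mean signal and on the mean IP/T of both cell populations (10 by 10 bins), a version of the miR-155 target list without ST486 list genes, and a list of 24 S-phase genes.

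The genes named in the text follow a rule fixed before the data were examined: the 6 genes the study selected, by the study's probe and any other TBRG1 probe, then MIR155HG and AGO2; the 10 probes with the largest change under the criterion and under its mirror with the same sign in both orientations; the 5 highest and 5 lowest probes by IP/T in EV cells with a symbol and at least 2-fold in both orientations; and the 5 highest and 5 lowest by change in T with a symbol and the same sign in both dyes. Other probes of the selected genes were added after their values were seen. One item that falls under this rule is not reported here.

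Alternatives fixed before the data were examined were normexp with loess and Aquantile, normexp with quantile normalisation, scaling to the 75th percentile, the authors' normalised values, detection in all 8 channels or in at least 1, no dye consistency filter or one of 1.5-fold, only 1 array orientation, only 1 dye, thresholds of 1.5-fold and 4-fold, and other choices of the probe of a gene. The normexp alternatives used the median spot signal, where the plan had named the mean signal. An alternative count was taken as close to the reported one within 1.5 times, and a share or median if it moved by less than the SD over the 2 orientations.

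The counting and the list placement were tested on simulated data of 22477 probes built from the kept probes with a noise SD of 0.14 per channel on the log2 scale. This noise was the same for bright and dim probes. It was the SD of the Cy3 to Cy5 difference divided by 2, less than that difference implies for 1 channel. The 100 probes lowered and 100 raised by 1.5 all had an IP/T of at least 4 and were well above background in all 8 channels. Of these, 100 and 97 were recovered, and 0 other probes were called. The simulation therefore says nothing about counts among dim probes. A simulated list of 49 probes lowered by 0.20 had a median change of -0.19, with 0 of 10000 random lists at or below it. Normexp, loess and Aquantile were run in R 4.3.3 with limma 3.58.1, and the rest in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.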

Results

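To find which transcripts of L1236 Hodgkin lymphoma cells are bound by Ago2, and which leave Ago2 when miR-155 is inhibited, the T and Ago2-IP fractions of EV and sponge cells were compared. The data consist of 4 RNA samples, 1 per group (EV total, EV IP, sponge total and sponge IP), each measured with both dyes on 4 two-colour arrays. Without a second culture or precipitation per group, no difference below has a replicate check, and ± gives the SD over the 2 dye orientations. Sponge total RNA in Cy5 had the lowest share of spots well above background (54.1%), against 61.0% to 65.7% in the other 7 channels. After filtering, 22477 probes were kept.

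In EV cells, 17.5% ± 1.31 of the kept probes (3924) had an IP/T ratio of at least 2. In sponge cells the share was 17.5% ± 3.04 (3939 probes), a difference below the spread between orientations. Of the EV-enriched probes, 3554 (90.6%) were also enriched in sponge cells. At a ratio of at least 4 the numbers were 1326 in EV cells and 1272 in sponge cells, and at a ratio of at least 8 they were 381 and 353. Depletion from the IP fraction, with T/IP of at least 2, was seen for 4271 probes (19.0% ± 1.35) in EV cells and 3992 (17.8% ± 2.75) in sponge cells. Large depletion was rarer than large enrichment, with 43 and 77 probes at a T/IP ratio of at least 8. The total fraction was not well above background in either channel for 284 (7.24%) of the EV-enriched probes, whose ratio is only bounded. Among other normalisations, normexp with quantile normalisation moved the share in EV cells most, to 7.46%.

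Across the kept probes, which are not independent replicates, log2 IP/T correlated between the orientations with r = 0.944 in EV cells and r = 0.919 in sponge cells. Between EV and sponge cells the correlation was r = 0.976. The change in log2 IP/T between the cell populations was measured far less well, with r = 0.318 between the orientations. Its SD over probes was 0.25, and the difference between orientations divided by 2 had an SD of 0.18.

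The 5 highest IP/T ratios in EV cells by the fixed rule belonged to MAP4K3, CD69, CFL2, ZNF254 and CCNT2. For MAP4K3 (A_23_P154130) and CD69 (A_23_P87879) the EV total fraction was not well above background, so that IP was at least 4.62-fold and at least 2.38-fold above T. CFL2 (A_23_P65401) had a log2 IP/T of 5.43 ± 0.13 in EV cells and 4.84 ± 0.34 in sponge cells. ZNF254 (A_32_P144908) had 5.20 ± 0.09 and 4.92 ± 0.13. CCNT2 (A_24_P174341), with T well above background in 1 of 2 channels of each cell population, had 5.14 ± 0.08 and 5.51 ± 0.63. At the other end, CLDN5 (A_24_P79300), GPR78 (A_23_P69652), NEUROG3 (A_23_P35534), ZSCAN10 (A_23_P15135) and ZNF575 (A_24_P416595) had log2 IP/T values in EV cells of -4.08 ± 0.33, -3.64 ± 0.56, -3.61 ± 0.30, -3.51 ± 0.22 and -3.48 ± 0.30, and all 5 lay at -3.72 or lower in sponge cells.

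**Figure D1:**
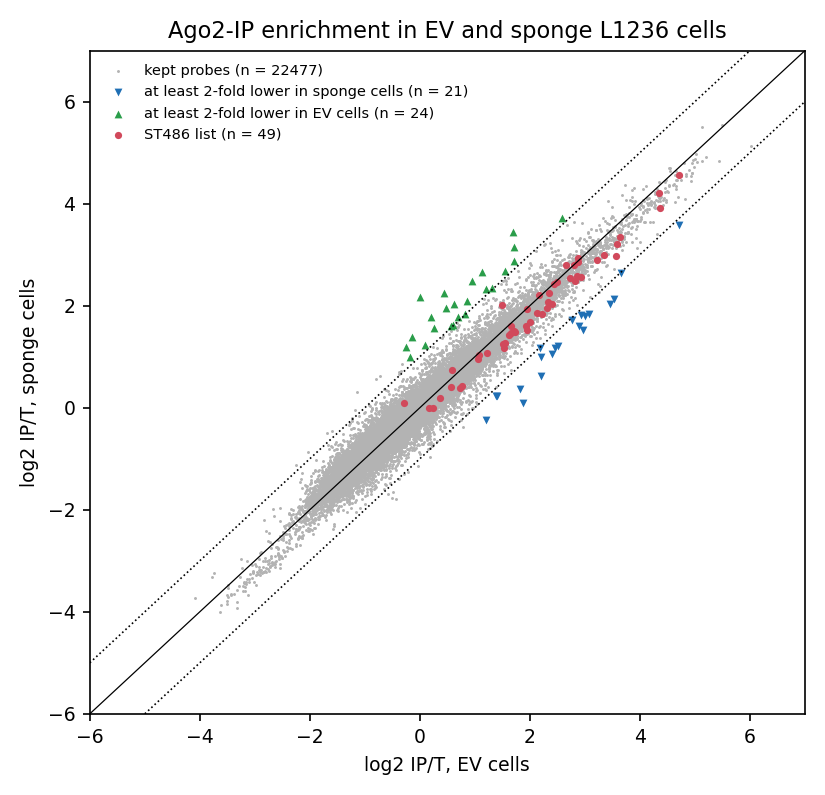
Log2 IP/T of each kept probe in EV cells (horizontal) and sponge cells (vertical), each the mean of 2 dye orientations; the solid line marks equality and the dotted lines a 2-fold difference. Blue and green triangles are the 21 probes past the study's criterion and the 24 probes past its mirror, and the 49 kept probes of the ST486 list (red) lie mostly just under the line of equality.

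To ask which transcripts lose Ago2 enrichment under the sponge, the study's criterion was applied. In total 21 probes (0.535% of the EV-enriched probes) were enriched in EV cells (IP/T of 2 or more) while their ratio in sponge cells was lower by 2-fold or more. The mirror criterion gave 24 probes (0.609% of the sponge-enriched probes). With Cy3 labels only the counts were 42 and 36, and with Cy5 labels only they were 50 and 106. Without the dye consistency filter 217 probes met the criterion or its mirror (49 and 168), and the error estimate from the difference between orientations gave 253 (208 and 45, or 45 and 208 with the orientations subtracted the other way, a choice that is arbitrary). Total RNA of the 21 probes was dim: in EV cells T was not well above background in either channel for 21 of 21, and for 18 of 21 this held for all 4 T channels. The median of their log2 T signals was 4.41, against 9.25 for the EV-enriched probes. For 17 of the 21 and 24 of the 24 mirror probes, T differed more between the cell populations than IP did. Taken as bounds, the EV IP/T ratios of the 21 probes were at least 1.05-fold to at least 1.48-fold, and those of the 19 mirror probes with T below that level in sponge cells were at least 1.03-fold to at least 1.24-fold. The offset of 50 in these values draws ratios of dim probes towards 1, so such low bounds do not show that the ratios are below 2. Requiring all 8 channels well above background left 3142 EV-enriched probes, of which 0 met the criterion, where the overall share would have given 16.8, and 0 probes met the mirror.

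By the fixed rule, the largest changes under the criterion included those of BTBD9, G2E3, NTSR1, NAA16 and the probes A_32_P202125, A_24_P930111, A_23_P90058, A_24_P925505 and A_24_P396231. The 10 under the mirror were RPL10, ZKSCAN8, FZD5, PEX5L, LCE3D, DIP2A, PPME1 and the probes A_24_P268856, A_24_P903049 and A_32_P161140. For the probes named under the criterion, and for 9 of the 10 under the mirror (PPME1 being the exception), T was not well above background in the cell population with the higher ratio, and no fold change between the cell populations is given.

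To ask whether targets found in another lymphoma line behave as a group, the ST486 list was followed. Of its 54 probes, 49 were kept. TBRG1, BRWD1, ZNF320 and PANK1 were lost to the dye filter and TRIM32 to detection. The median log2 IP/T of the list was 2.13 ± 0.09 in EV cells and 1.94 ± 0.03 in sponge cells, above all 10000 random lists matched on signal, whose median was -0.15 in EV cells. An IP/T of at least 2 in EV cells was found for 41 of the 49 probes (83.7%). The median change from EV to sponge cells was -0.21 ± 0.04, and 43 of 49 probes fell. It was -0.26 with IP in Cy5 and -0.21 with IP in Cy3. Random lists matched on signal had a median change of 0.025. Strongly enriched probes fell as a class, so lists were also matched on IP/T, a matching chosen after seeing the data. Their median change was -0.077, with 2.5th and 97.5th percentiles of -0.14 and -0.012, and 0 of 10000 lists fell as far as the ST486 list. The list fell in the IP fraction (median -0.26 ± 0.02, 0 of 10000 lists matched on both as low) and not upward in T, where the median change was -0.061 ± 0.025, with 26.6% of such lists at or below it. Of the alternatives run, Cy3 labels only moved the change most, to -0.27, and Cy5 labels only gave -0.16. In T the sign turned with normexp, loess and Aquantile (0.037).

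Of the 6 genes the study selected, DET1 (A_23_P26184) had a log2 IP/T of 4.36 ± 0.05 in EV cells and 3.91 ± 0.16 in sponge cells, a change of -0.45 ± 0.21. PSIP1 (A_23_P256384) changed by -0.36 ± 0.08 from 3.36 ± 0.05 to 3.00 ± 0.14. HOMEZ (A_23_P76829) changed by -0.37 ± 0.15 from 2.32 ± 0.01 to 1.95 ± 0.16. JARID2 (A_23_P214876) changed by -0.31 ± 0.07 from 2.00 ± 0.33 to 1.69 ± 0.25. Each of these 4 changes was larger than its SD over orientations, kept its sign under each alternative run, and was below 2-fold. Alternatives in the detection and dye filters leave the value of a kept probe as it is and could not turn its sign. TBRG1 is detected by 2 probes. The study describes 1 of the 2 as specific for the protein-coding transcript NIAM. The TBRG1 probe of the ST486 list is A_23_P98463. This probe failed the dye filter: T was well above background in 1 of 2 channels of each cell population, and its log2 IP/T was 3.57 ± 0.62 in EV cells and 3.85 ± 0.94 in sponge cells, a change within its spread (0.28 ± 0.32). The other TBRG1 probe, A_24_P21752, was not enriched (0.036 ± 0.14 in EV cells and 0.24 ± 0.10 in sponge cells). TRIM32 was not well above background in any channel with either of its probes. Probes of a gene also disagreed for PSIP1, with log2 IP/T in EV cells of -0.025 ± 0.46 (A_24_P98371) and 0.55 ± 0.15 (A_32_P22702), and less so for HOMEZ (1.59 ± 0.21 with A_24_P40594). Neither of these PSIP1 probes showed the fall, with changes of 0.020 ± 0.17 (A_24_P98371) and 0.27 ± 0.22 (A_32_P22702), and the HOMEZ probe changed by -0.19 ± 0.16. For PSIP1, as for NIAM, the study places the miR-155 sites on a particular isoform. Which PSIP1 isoforms each probe detects was not examined, so the other PSIP1 probes do not argue against PSIP1 as a target.

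**Figure D2:**
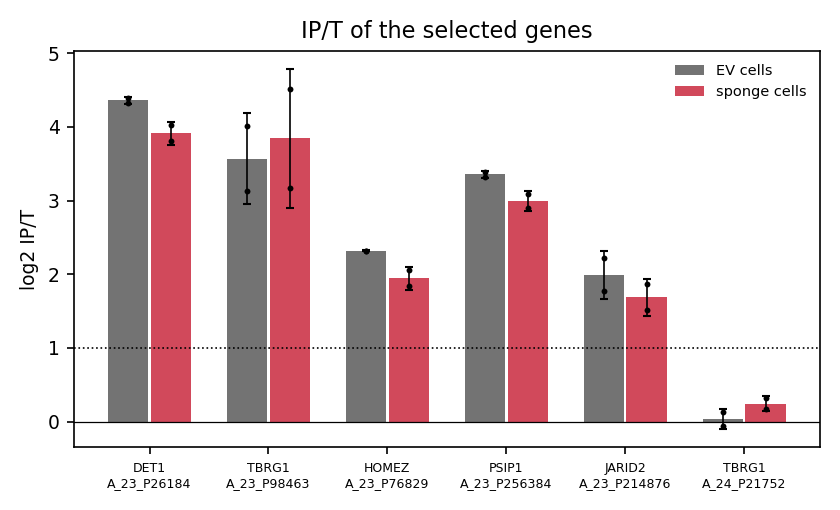
Log2 IP/T of the selected genes in EV cells (grey) and sponge cells (red), for the study's probe of each gene (TRIM32, not well above background, is left out) and the other TBRG1 probe; bars are means of the 2 dye orientations (points) and error bars their SD, and the dotted line marks an IP/T of 2. The probes shown for DET1, HOMEZ, PSIP1 and JARID2 are lower in sponge cells, and both TBRG1 probes are not.

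Genes commonly named as miR-155 targets, 26 of which had a kept probe, had a median log2 IP/T of 1.59 ± 0.01 in EV cells and a median change of -0.20 ± 0.08, with 1 of 10000 lists matched on signal and IP/T as low. The 19 of them outside the ST486 list changed by -0.18 ± 0.01, with 8 of 10000 such lists as low. Both lists depended on the dye, with -0.092 (all 26) and -0.075 (the 19) with Cy5 labels only, and -0.31 and -0.23 with Cy3 labels only. With Cy5 labels only, 4.56% of matched lists were at or below the 19. The miR-17 family targets (18 genes) were enriched to a like degree (1.66 ± 0.13), and their change of -0.042 ± 0.15 had 63.7% of matched lists at or below it. The immediate early genes (14) had 1.98 ± 0.01 and a median change of -0.16 (-0.22 in each orientation taken alone), with 6.92% of matched lists at or below. The zinc finger genes (267) had 0.40 ± 0.05 and changed by -0.051 ± 0.017, with 0.53% at or below. Their change was -0.015 with Cy5 labels only and -0.082 with Cy3 labels only. The ribosomal protein genes (81) were depleted from IP (-0.56 ± 0.09). They changed by 0.091 ± 0.085, and this turned negative with normexp, loess and Aquantile (-0.096) and with scaling to the 75th percentile (-0.018). The histone genes (59) had a log2 IP/T of -0.32 ± 0.14 and a median change of -0.17 (-0.11 and -0.14 in the orientations taken alone), with 0 of 10000 lists matched on signal and IP/T as low (2.5th and 97.5th percentiles 0.024 and 0.12). The fall came with a larger rise in T (0.29 ± 0.05) than in IP (0.14 ± 0.08). The fall also depended on the dye, with -0.0995 with Cy5 labels only and -0.23 with Cy3 labels only.

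**Figure D3:**
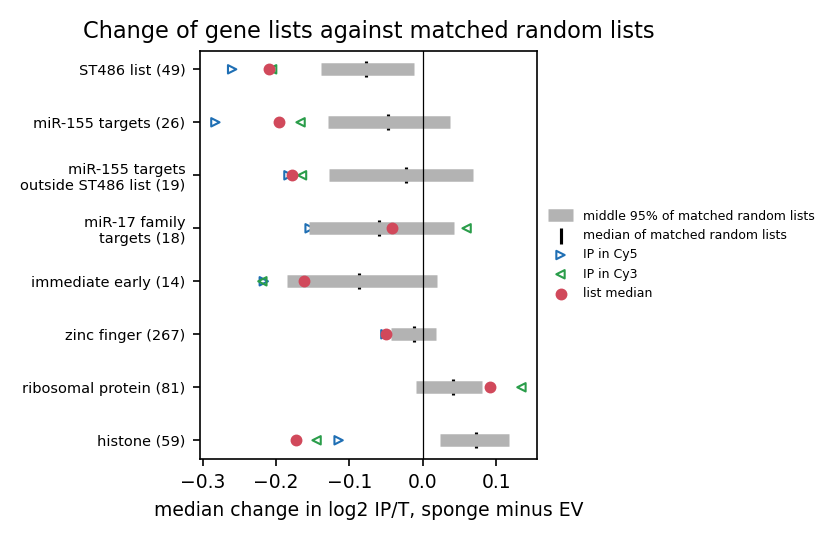
Median change in log2 IP/T from EV to sponge cells of each gene list (red), its value in each dye orientation (open triangles), and the 2.5th to 97.5th percentile (grey bar) and median (tick) of 10000 random lists matched on signal and IP/T; the number of kept genes is in brackets. The ST486 list and the miR-155 targets lie below the bar of their matched lists, as do the histone and zinc finger genes, and the miR-17 family targets lie within it.

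Between the cell populations, 92 probes differed at least 2-fold in T with the same sign in both dyes (34 higher and 58 lower in sponge cells) and 34 in IP (19 higher and 15 lower). With Cy5 labels only the numbers were 300 and 86, and with Cy3 labels only 109 and 57. Of the 92 probes, 14 were well above background in all 4 T channels (8 higher, 6 lower), and of the 34 probes 19 were so in all 4 IP channels (11 higher, 8 lower). The probes with the largest rise in T included those of ADGRF3, BTBD9, MDGA1 and NAA16. ADGRF3 (A_24_P85881) rose by 1.94 ± 0.03, with T well above background in 1 of 2 EV channels and in both sponge channels. T of BTBD9 and MDGA1 was not well above background in EV cells, and rose at least 1.06-fold and at least 1.05-fold. For NAA16 no T channel was well above background. The 5 with the largest fall were those of DIP2A, ABHD2, RPL10, ZKSCAN8 and FZD5. ABHD2 (A_23_P395172) changed by -2.30 ± 0.53, with T well above background in both EV channels and 1 sponge channel. The other kept ABHD2 probe (A_24_P924915) fell far less, by -0.376, so the large fall is that of 1 probe. For DIP2A (A_23_P68752), T was at least 1.17-fold higher in EV cells. For RPL10 and FZD5 it was at least 1.03-fold and at least 1.08-fold higher, and ZKSCAN8 had no T channel well above background.

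MIR155HG (A_32_P108156), the host transcript of miR-155, was depleted from IP in EV cells (log2 IP/T -0.96 ± 0.15). It was lower in sponge cells, by -0.63 ± 0.12 in T and by -0.38 ± 0.08 in IP, each beyond the spread between dyes. The sign was the same under each alternative run, although alternatives in the detection and dye filters could not change these values. AGO2 (A_23_P112159) did not differ in T beyond the spread between dyes (-0.0016 ± 0.035). Sequences of the vector and the sponge were not analysed here.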

Values the study reported

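The study placed between 12.5% and 17.7% of the consistently expressed probes of its 3 cell lines at an IP/T ratio of 2 or more. For loss of IP/T enrichment after miR-155 inhibition it gave 19 probes (0.5% of the IP-enriched probes) for KM-H2 and 6 probes (0.3%) for L1236. In ST486 cells that overexpressed miR-155 it gave 64 probes, which detected 54 genes. Of these genes, 45 out of 53 (85%) were enriched in the IP fraction of EV-transduced L1236 cells. Of the 5 selected genes that were enriched in L1236, 4 were described as having a mildly lower IP enrichment in sponge cells.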

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

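The comparison of spike-in signals was chosen after the values were seen. Each array also carries synthetic E1A spike-in transcripts, added at known ratios, which enter no comparison above. Their signal stood far above the negative control spots in each of the 8 channels: the lowest median was 1043.6 (sponge IP in Cy3), against negative control medians of 8.00 to 10.98. On this independent standard, the observed log ratios had a slope over the expected ones of 0.832 and 0.846 on the EV and sponge arrays with IP in Cy5, and of 0.878 and 0.879 on those with IP in Cy3, with correlations of 0.982 to 0.992. All 4 slopes lie below 1, so the arrays gave spike-in ratios smaller than those added, on EV and sponge arrays alike. The slopes differed more between orientations than between EV and sponge cells. No cause was tested, and no biological explanation was tested, since the spike-ins do not come from the cells.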

How the results depend on the processing

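The number of kept probes stayed within 1.5 times of 22477 under all 12 alternatives that apply to it, from 17971 to 25837. The median change of the ST486 list was below 0 under all 13 of its alternatives, from -0.27 to -0.16, and its median IP/T stayed above 2-fold, from 1.49 to 2.21 in EV cells and from 1.23 to 2.02 in sponge cells on the log2 scale. The counts of single probes past a 2-fold change moved under most alternatives. In what follows, the criterion count, its mirror, and the counts changed in T and in IP are 21, 24, 92 and 34 as reported. Unless said otherwise, the cause was not tested.

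With normexp, loess and Aquantile the 4 counts were 0, 0, 1 and 3, the shares of enriched probes 8.76% in EV and 6.92% in sponge cells, and the ST486 list medians 1.61 in EV cells, 1.28 in sponge cells, -0.27 for the change and 0.037 for T, which changed sign. With normexp and quantile normalisation the counts were again 0, 0, 1 and 3, the shares 7.46% and 6.97%, and the list medians 1.49, 1.23 and, in T, -0.0066. The offset of 50 added in both settings shrinks ratios of dim probes by construction. Scaling to the 75th percentile gave a criterion count of 39. It also turned the split of changed probes in T to 74 higher and 36 lower (67.3% higher, against 37.0% as reported), so the direction in T is not firm. In IP it gave 37 higher and 6 lower (86.0% against 55.9%). With the authors' normalised values 105 of 106 results moved by less than the spread.

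With detection in all 8 channels the counts were 0, 0, 13 and 13, since fewer dim probes remained, the share in EV cells was 15.8%, and the ST486 list had 1.90 in sponge cells and a change of -0.26. With detection in at least 1 channel the counts were 37, 50, 160 and 67. Without the dye filter they were 49, 168, 362 and 118, with 2.02 for the list in sponge cells, and at 1.5-fold they were 8, 8, 37 and 14, with 1.98.

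With only the arrays with IP in Cy5, the criterion gave 49 and IP 86 probes, and the list had 1.90 in sponge cells, a change of -0.26 and -0.0022 in T. With only the arrays with IP in Cy3, the 4 counts were 56, 103, 300 and 57, and the list had 1.94 in EV and 1.85 in sponge cells. Leaving out 1 dye gave criterion counts of 42 to 50, mirror counts of 36 to 106, T counts of 109 to 300, IP counts of 57 to 86, and list values of 1.83 to 1.89 in sponge cells, -0.27 to -0.16 for the change and -0.0375 to -0.0022 for T. Without averaging over dyes the noise of each value is larger by construction.

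A threshold of 1.5-fold gave shares of 26.6% and 27.1% and counts of 143, 173, 655 and 338. A threshold of 4-fold gave 5.90%, 5.66%, 0, 1, 6 and 3. With the mean of all kept probes of each gene the ST486 list had 1.93 in EV cells, 1.70 in sponge cells and -0.022 in T.

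Of 96 medians and probe values beyond their spread as reported, 12 changed sign under at least 1 alternative, as follows and for the ST486 list in T above. With normexp, loess and Aquantile the ribosomal protein genes changed by -0.096 in IP/T and 0.031 in T, and the change in IP/T was -0.0080 for TBRG1 (A_24_P21752), 0.088 for A_24_P930111, -0.012 for RPL10, -0.013 for ZKSCAN8, -0.0145 for FZD5, -0.048 for DIP2A and -0.049 for A_32_P161140. With normexp and quantile normalisation the S-phase genes had -0.014 in T and A_24_P930111 had 0.035. With scaling to the 75th percentile the ribosomal protein genes had -0.018 in IP/T and 0.074 in T, and the immediate early genes 0.018 in IP, where they had 0.0275 with a dye filter of 1.5-fold. Leaving out 1 dye gave -0.039 to 0.46 for TBRG1 (A_24_P21752). Of 12 values within their spread as reported, 11 changed sign under at least 1 alternative, such as the change of TBRG1 (A_23_P98463), -0.40 with normexp, loess and Aquantile and -0.12 with normexp and quantile normalisation, and that of the miR-17 family targets, 0.038 with Cy5 labels only. The fall of DET1, HOMEZ, PSIP1 and JARID2 kept its sign under each alternative run. For single probes, the detection and dye filters leave the value unchanged, and the authors' normalised values nearly repeat those used here. A change beyond its SD over orientations also has the same sign in each orientation. Only the other normalisations and the settings with 1 dye could have turned these signs.

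No paired analysis was possible because each group is 1 RNA sample, whose replicate numbers are its 2 dye labels. Signal over background limits what can be seen: ratios of probes with dim T rest on the normalisation, and the counts of 2-fold changes follow the detection filter.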

Other observations

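Of the tests below, the count under the mirror criterion was fixed before the data were examined. The others were chosen as tests after the results were seen, although many of them read alternatives and gene lists that had been fixed beforehand; the matching on IP/T, the miR-155 targets without ST486 list genes and the S-phase list had not.

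The number of L1236 probes past the study's criterion was 21 here, which was 0.535% of the EV-enriched probes. Both the number and the share are higher than the values quoted from the study above for L1236. The authors' normalised values of these arrays gave 19 over the probes of their own table, which differ from the probes kept here; the filter used here removed 0 of them when applied to these values. The count of 19 is also the one quoted above for the other Hodgkin line, KM-H2. A candidate explanation is that the counts of the KM-H2 and L1236 lines stand under each other's name in the text. The same count of 19 prompted this explanation, so it is no test of it. The quoted shares are a further check. In the authors' values 3927 probes were enriched in EV cells. The count quoted for L1236 is a smaller share of these than the share quoted with it. The count of 19 is a share of these that rounds to the one quoted for KM-H2. Both shares go with an exchange of names. The numbers of enriched probes behind the quoted shares were not compared, so other causes of the difference stay open. The KM-H2 arrays were not analysed here.

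The probes past the criterion may mostly reflect T signals near background. Among probes well above background in all 8 channels 0 met it, where the overall share would have given 16.8. That filter also removes any transcript that truly rose from below background, which this test leaves open. Loss of miR-155 activity as the main source should give clearly more probes under the criterion than under its mirror, and the mirror gave 24 against 21. Which of the 2 counts was higher depended on the setting, with 39 against 25 after scaling to the 75th percentile and 50 against 106 with Cy5 labels only. Loss of miR-155 activity cannot be told apart from error for these probes, since some may be true changes hidden among dim signals. Labelling and hybridisation error gave 4 probes under both criteria together when the dye filter was on, but that filter itself limits the difference between dyes, so the 45 observed and this error cannot be told apart by it. With no dye filter the error estimate gave 253 probes, against 217 observed, but the split was 208 and 45 under the criterion and its mirror against 49 and 168 observed. Subtracting the orientations the other way exchanges 208 and 45, and that choice is arbitrary, so error and true changes cannot be told apart there either.

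The lower IP/T of the ST486 list in sponge cells is small, and the tables argue against several technical explanations for it. A general fall of strongly enriched probes does occur, but random lists of like signal and IP/T reached only -0.14 at their 2.5th percentile, against -0.21 for the list. An error of 1 orientation is argued against by a fall of -0.21 in the orientation where it was smaller. T signals near background are argued against by the fall of -0.26 among the 44 listed probes well above background in all 8 channels. For the quantile normalisation, normexp with loess and Aquantile gave -0.27, with 0 of 10000 matched lists as low. A rise in T should show as a positive median of like size. The median was -0.061, with 20 probes up and 29 down, and at most 0.037 under the alternatives. A smaller part of the fall coming from T is left open. Loss of miR-155 from Ago2 predicted that commonly named miR-155 targets outside the list would fall more than matched lists. As reported, 0.08% of matched lists were at or below them. Under 9 other settings this was between 0.02% and 4.56%, the highest with Cy5 labels only, and their change in IP taken alone was less distinct (24.8% of matched lists at or below). A fall beyond matched lists is also not specific to miR-155 lists. It was seen for the histone genes (-0.17, 0 of 10000 as low, together with a rise in T) and, as reported, for the zinc finger genes (-0.051, 0.53% at or below), where 9 other settings gave 0.06% to 8.73%, the highest with only the arrays with IP in Cy5. A weaker precipitation of all miRNA targets cannot be told apart from this by the miR-17 family targets (63.7% of matched lists at or below), because their genes moved both ways and their median had opposite signs in the orientations. From these arrays alone, a partial loss of miR-155 targets from Ago2 therefore cannot be told apart from a difference between the single cultures or precipitations of EV and sponge cells. Both stay open. The study describes a mild average fall of this list under the sponge in L1236 and also in a second line, KM-H2. Its gene set enrichment analysis found no clear loss of miR-155 targets in either line. The KM-H2 arrays were not analysed here. In size, the median fall left the list at 0.865 of its EV IP/T, so a 2-fold criterion per probe would miss it.

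Histone probes gave higher signals in T of sponge cells, with 58 of 59 probes up and a median of 0.29. An error of 1 dye is argued against by a rise of 0.29 in the dye where it was smaller, and the normalisation by a rise of at least 0.25 under 4 others. All 59 probes were well above background in all 8 channels. More cells in S phase might raise histone transcripts, but 24 S-phase genes, of which 23 were kept, had a median change in T of 0.011, with 77.8% of lists matched on signal at or below it. Their genes moved both ways (13 up and 10 down), so S phase cannot be told apart from other causes here. The study saw no clear effect of the sponge on the growth of L1236 cells, which is no direct measure of S phase. Whether histone probes share signal from similar transcripts was not tested, so the 59 probes are not counted as independent measurements. How much of the histone transcripts the labelling captures was not tested either, so the rise is one of labelled signal. A difference between the 2 cultures, with or without a link to miR-155, stays open and was not tested.

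MIR155HG was lower in T of sponge cells. Measurement error between arrays is an unlikely cause. Of 1123 kept probes of like signal, 1 (0.089%) had as large a mean fall over the dyes, with the same sign in both dyes. All of these probes, like that of MIR155HG, had passed the dye filter, which limits such error. Whether the sponge or a difference between the single cultures lies behind it was not tested.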
